A study of Mus musculus with 8 samples. Its data were reported in "Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation" (2010).

How the data were processed

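RNA from the lens of mouse embryos at embryonic day 15.5 was measured on 8 Affymetrix Mouse Genome arrays, 4 from wild-type lenses and 4 from lenses that express dominant-negative Brg1 (dnBrg1). Brg1, encoded by Smarca4, is an ATPase of the SWI/SNF chromatin remodeling complexes. The transgene carries a form of Brg1 that cannot use ATP and is driven in lens fiber cells by the promoter of the alpha A-crystallin gene. Groups and replicate numbers were taken from the sample titles. The methods state that the replicates came from distinct embryonic lenses, with wild-type littermates as controls.

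The authors amplified a small amount of RNA per sample, hybridized the labeled product, and summarized probes into probe sets by RMA, which corrects background, normalizes by quantiles and fits 1 value per probe set. RMA is the tool named in the submitters' processing notes, and its version was not given in the sources used here. The deposited values are intensity on a linear scale, and log2 was taken here. The array medians lay between 7.62 and 7.71 on the log2 scale. Array data carry no read depth, and the number of arrays limits the precision. The last line of the sample description reads differently between arrays. It names polysome-bound RNA for the wild-type arrays and for dnBrg1 1 and 2, and total RNA for dnBrg1 3 and 4. The methods describe no polysome fraction, so this line was kept out of the fit and used as a block in an alternative.

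The table held 22690 probe sets. After 64 control probe sets were set aside, 22626 were tested. Of these, 20380 carried 1 gene symbol in the platform annotation, 691 carried several and 1555 carried none. No gene was named from a probe set with several symbols. Symbols were checked through gene identifiers against the GRCm38.p6 gene table, used only for names, and 0 needed an update. One probe set per gene was kept, the one with the highest mean over the 8 arrays, which left 12393 genes. Where another probe set of a gene had the other sign or fell on the other side of the threshold, the report says so for the genes whose change it gives, leaving out probe sets with a mean below the first quartile of the arrays. Above it too, a dim probe set can understate a change, and so can one close to the array maximum, as for several crystallins.

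Genotypes were compared with limma 3.58.1 (lmFit and eBayes, R 4.3.3) on log2 values, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences are dnBrg1 minus wild type. Values are given as mean ± SD over 4 arrays and log2 changes with the standard error (SE) of the fit. Single genes were also tested by the exact two-sided permutation test over the 70 regroupings of the arrays, whose smallest p is 0.0286. Gene lists, 33 in number, were tested with limma's camera at a preset correlation of 0.01, and beside it with an estimated correlation and with fry. Lists, the main tests, the rule for named genes and most alternatives were fixed before the data were examined. The estimated correlation and fry were not part of that plan. Named genes were the 12 with the greatest rise and the 12 with the greatest fall among genes past the threshold, with no overlap between groups and with the mean of the higher group at or above the median of all probe sets, then Smarca4, Smarca2, Dnase2b, Cryaa, Mip and the 16 genes that the study chose for qRT-PCR, and from each list up to 2 members with the greatest rise and up to 2 with the greatest fall past the threshold, or the 2 with the smallest p where none passed.

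Alternatives were the replicate number as a block, the description line as a block, each array left out in turn, 3 rescalings (array median, the mean of the 3 qRT-PCR reference genes B2m, Hprt and Sdha, and quantile normalization run again), a filter at the 40 percentile of mean intensity, a trended and robust prior, array weights, the methods' t-test alone and together with SAM at a false discovery rate under 1%, an adjusted p under 0.01, a minimum fold of 1.5, and 2 other ways to choose probe sets. A pair of alternatives was added after the data were seen. One puts an index of 5' signal into the fit, the mean log2 ratio of the 5' to the 3' control probe set of beta-actin and Gapdh. The other leaves out wild type 2 and 4, the arrays with the lowest index. In the comparison of settings, a change of sign was counted as a reversal when the result was past the threshold in either setting. For a gene list the sign was that of the camera direction, and the median can differ from it in sign.

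The code was tested on simulated data for this comparison, with 200 of 22626 probe sets changed. It recovered 70% of 2-fold changes and 25% of 1.5-fold changes, and 3 calls were false. The changed probe sets were far fewer than those called in the data and all above the median intensity. Noise was independent, and 5' signal did not differ. The simulation thus tests the code and does not measure recovery or false calls in the data. Figures were drawn with matplotlib 3.10.9.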

Results

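Gene expression was profiled in the lens of wild-type and dnBrg1 mouse embryos at embryonic day 15.5, with 4 arrays per genotype. The comparison asks which transcripts differ when lens fiber cells express a Brg1 protein that cannot remodel chromatin. The signal of the array controls differed between the genotypes, and this bears on each result that follows. The 5'/3' intensity ratio of the beta-actin control was 0.185 ± 0.0651 (SD, n = 4) in wild type and 0.671 ± 0.0270 (SD, n = 4) in dnBrg1. For the Gapdh control the ratio was 0.351 ± 0.130 (SD, n = 4) in wild type and 0.630 ± 0.00966 (SD, n = 4) in dnBrg1. No array of one genotype overlapped the other in either ratio (exact permutation test, two-sided, p = 0.0286, the smallest this design allows). The 3' control of beta-actin differed too, from 12.46 in wild type to 13.77 in dnBrg1 (log2), a change of 1.31. That of Gapdh changed by -0.04. The beta-actin part of the 5' signal index thus rests on a control whose level also differed between the genotypes.

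**Figure D1:**
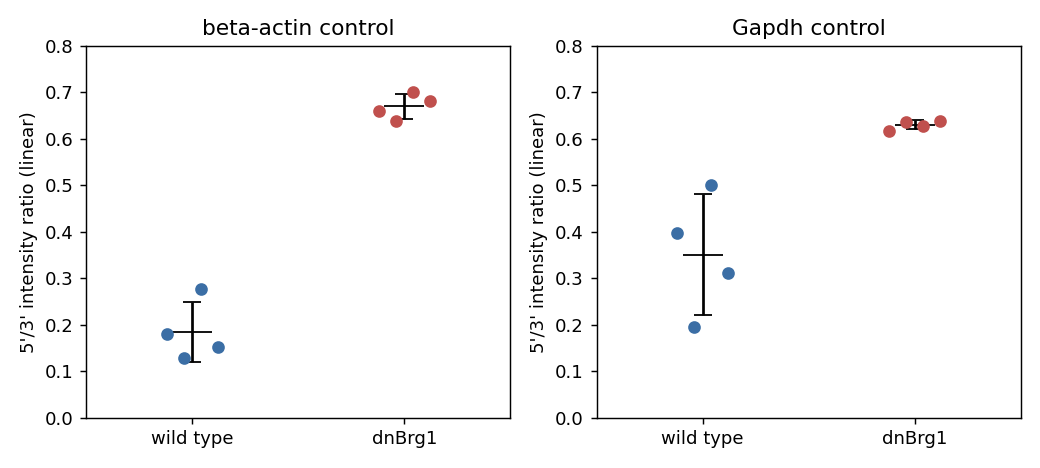
The 5'/3' intensity ratio of the beta-actin control (left) and Gapdh control (right) on a linear axis, with 1 point per array and a bar for the mean ± SD of 4 arrays. For beta-actin, the wild-type arrays lie between 0.128 and 0.277, below the 4 dnBrg1 arrays.

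Smarca4, the gene for Brg1 itself, was read by 2 probe sets that differed. The dimmer probe set rose from 7.38 ± 0.47 to 9.73 ± 0.10 (log2, SD, n = 4), a log2 change of 2.35 (SE 0.21, limma adjusted p = 4.81e-05), with all 4 dnBrg1 arrays above the wild-type arrays (exact permutation p = 0.0286). The brighter probe set read 10.86 ± 0.17 in wild type and 10.62 ± 0.08 in dnBrg1 (log2, SD, n = 4), a difference of -0.24 that did not pass the threshold (limma adjusted p = 0.116, exact permutation p = 0.0857). Since the positions of the probes in the transgene were not given in the sources used here, the probe sets check the labels only in part. With the 5' signal index in the fit, an alternative chosen after the data were seen, the rise of the dimmer probe set was 1.26 (SE 0.34, limma adjusted p = 0.0661). Smarca2, the gene for the related ATPase Brm, gave the same kind of split, with a change of -0.48 for the brighter probe set (limma adjusted p = 0.00284) and of 1.13 for the dimmer one (limma adjusted p = 0.00264). They were -0.42 and 0.24 with the index in the fit, and neither passed.

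**Figure D2:**
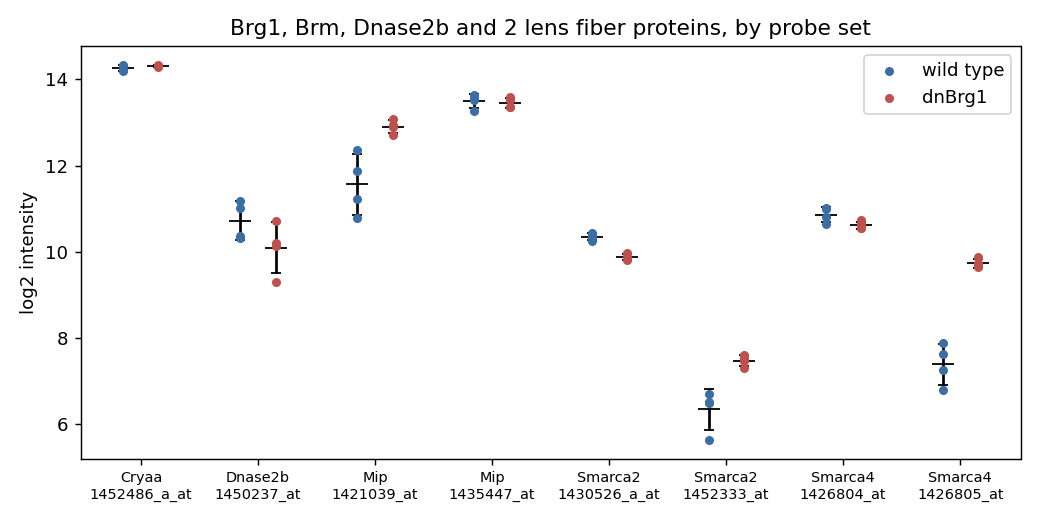
Log2 intensity of each probe set of Cryaa, Dnase2b, Mip, Smarca2 and Smarca4, with 1 point per array and a bar for the mean ± SD of 4 arrays per genotype. The Smarca4 probe sets part, with the dimmer one, at the far right, higher in all dnBrg1 arrays.

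Dnase2b encodes the acid nuclease that degrades fiber cell nuclei. Its probe set read 10.72 ± 0.45 in wild type and 10.09 ± 0.59 in dnBrg1 (log2, SD, n = 4). The difference of -0.63 (SE 0.31) was within the spread between arrays (limma adjusted p = 0.128, exact permutation p = 0.143). With the 3 qRT-PCR reference genes as the scale it was -1.01 (limma adjusted p = 0.0150), and with the description line as a block it was -0.25. With the 5' signal index in the fit the sign turned, to 0.38, which did not pass. On these arrays the study counted Dnase2b among the transcripts that differed, and among those shared with Hsf4-null and Pax6 heterozygous lenses. The main fit here did not give that call. The study also reported a fall of Dnase2b by qRT-PCR on independent pools of lens RNA. It further reported lower Dnase2b in whole newborn eyes with a conditional deletion of Brg1. Neither the qRT-PCR nor the eyes were examined here. Cryaa, the gene for alpha A-crystallin, differed by 0.04 (limma adjusted p = 0.707), but its probe set read close to the array maximum, where a change can be understated. Mip, the water channel of fiber cell membranes, read 13.51 ± 0.16 in wild type and 13.46 ± 0.12 in dnBrg1 with its brighter probe set (log2, SD, n = 4), and its dimmer probe set rose by 1.34 (limma adjusted p = 0.00589), a change of -0.52 that did not pass with the index in the fit.

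Across the array, 9229 of 22626 probe sets differed between genotypes, 4484 of them higher and 4745 lower in dnBrg1. With 1 probe set per gene, 5085 of 12393 genes differed, 2176 higher and 2909 lower. Among them 675 rose and 788 fell at least 2-fold. The groups did not overlap for 40.3% of all genes, where chance gives 2.86%. With the 5' signal index in the fit, 1442 probe sets and 873 genes passed, and 666 of the 5085 genes passed in the same direction. The median absolute log2 change of the 5085 genes was 0.73, and 0.51 with the index. Of 153 named results, 85 lost the call with the index and 13 turned sign. Without wild type 2 and 4, 7141 probe sets passed. With the 3 qRT-PCR reference genes as the scale, the median of all probe sets moved by -0.38 and 14056 probe sets passed, 2109 higher and 11947 lower. With the description line of the samples (polysome-bound or total RNA) as a block, 6557 probe sets passed, 3443 higher and 3114 lower. The arrays described as total RNA were dnBrg1 arrays, so no comparison of genotypes could be made within them.

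The genes with the greatest rise included Mpst, an enzyme of sulfur metabolism, from 6.88 ± 0.58 to 10.08 ± 0.17 (log2, SD, n = 4). Fdps, an enzyme of isoprenoid and cholesterol synthesis, rose by 3.07 (SE 0.30). Kdm5a, a histone demethylase, rose by 2.55 (SE 0.19), and Pcgf1, a Polycomb protein, rose by 2.48 (SE 0.13). Ctsl, a lysosomal protease, rose from 10.05 ± 0.21 to 12.43 ± 0.01 (log2, SD, n = 4). The others were Cdc26, Ilkap, Gtf3c6, Dguok, Lap3, Emg1 and Edem2, with rises between 2.32 and 2.57. The greatest fall was that of Rbpms, an RNA-binding protein, from 10.71 ± 0.55 to 7.53 ± 0.11 (log2, SD, n = 4). Sst, the gene for the neuropeptide somatostatin, fell by 3.04 (SE 0.18). H1f10, a linker histone, fell by 2.92 (SE 0.16). Hcfc1r1 fell from 12.99 ± 0.07 to 10.36 ± 0.11 (log2, SD, n = 4). Chga and Pcsk1n, genes of neuroendocrine secretory granules, had changes of -2.47 and -2.58. Dmpk, Gp1bb, Sf3a2, Rab40c, Tbc1d24 and Cbarp had changes between -2.85 and -2.48. The limma adjusted p of these genes was 0.000208 or lower. Other probe sets of some of these genes disagreed. Those of Rbpms had changes of -1.97, -0.12 and 0.04, of which the first passed, and that of Ilkap fell by 0.64 (limma adjusted p = 0.0418). That of Gtf3c6 (-0.22) did not pass. With the index in the fit, Fdps, Gtf3c6, Lap3, Dmpk, Gp1bb, Tbc1d24 and Chga no longer passed.

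**Figure D3:**
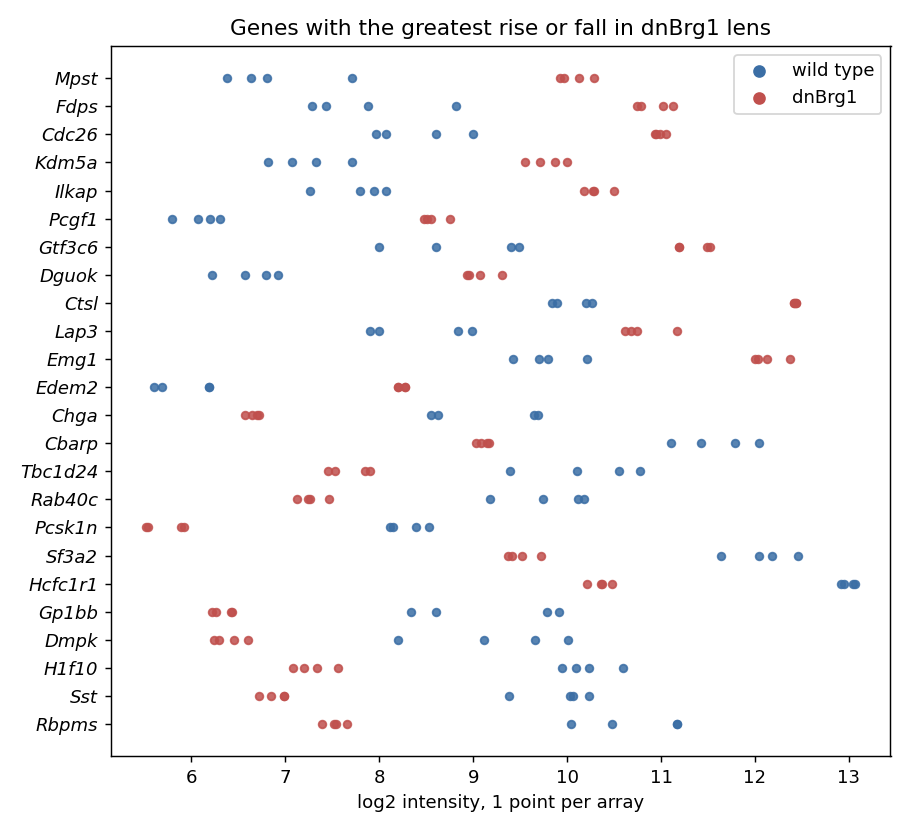
Log2 intensity of the 12 genes with the greatest rise and the 12 with the greatest fall in dnBrg1, with 1 point per array. The genes were chosen to have no overlap between the genotypes. For Ctsl the dnBrg1 arrays average 12.43 and the wild-type arrays 10.05.

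Proteasome genes formed the list with the smallest p. Of 34 members, 21 rose and 2 fell, with a median log2 change of 0.64 (camera adjusted p = 2.86e-08, but adjusted p = 0.705 with an estimated correlation). Psmb2 rose by 2.15 and Psmd7 by 2.08, and Psmc4 fell by 0.44. Psmd7 was -0.14 with the index in the fit, and dimmer probe sets that did not pass gave 0.37 for Psmd7 and 0.05 for Psmc4. Cytosolic ribosomal protein genes had 13 that rose and 2 that fell among 44 (median 0.12, and below 0 with the 3 qRT-PCR reference genes as the scale or with the index in the fit, camera adjusted p = 0.0340, but adjusted p = 0.960 with an estimated correlation), with Rps4l up by 1.79 and Rps26 down, a change of -0.86. Neuronal genes had 17 that fell and 2 that rose among 29, with a median of -0.92 (camera adjusted p = 0.00307, but adjusted p = 0.960 with an estimated correlation). Stx1a, a synaptic membrane protein, fell by 2.45, whereas Tubb3, a neuronal tubulin, rose by 1.08. The dimmer probe set of Stx1a (-0.21) did not pass. In the Notch signaling list, 16 of 31 fell and 2 rose (median -0.52, camera adjusted p = 0.0421, but adjusted p = 0.705 with an estimated correlation). Hes5 and Dll3 had changes of -2.10 and -1.99, and Aph1a rose by 1.14. Another Aph1a probe set fell by 0.33 (limma adjusted p = 0.0416), and with the index in the fit Aph1a was -0.20. In the hedgehog signaling list, 8 of 14 fell and 0 rose (median -0.45, camera adjusted p = 0.0433, but adjusted p = 0.705 with an estimated correlation), among them Smo, which fell by 1.90. With an estimated correlation none of these 5 lists passed. With the index in the fit, 1 of the 5 lists passed, that of the proteasome (camera adjusted p = 0.0115), with a median of 0.33 and 4 members that rose. The other medians with the index were -0.46 for Notch, -0.45 for hedgehog, -0.42 for neuronal and -0.00818 for ribosomal genes. With the 3 qRT-PCR reference genes as the scale, again 1 list passed, that of the proteasome, and without wild type 2 and 4 the proteasome, Notch and neuronal lists passed. Adjusted over the list alone, 23 proteasome genes rose and 3 fell, 19 neuronal genes fell, 17 Notch genes fell, 9 hedgehog genes fell and 12 ribosomal genes rose.

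None of the lists of lens genes passed the threshold of camera. Among 14 crystallin genes 3 fell and 0 rose, with Crygf down, a change of -0.52, and Cryga at -0.36 (camera adjusted p = 0.837 for the list), both read close to the array maximum. Among 18 lens fiber genes 4 rose and 5 fell. Bfsp1, a beaded filament protein, rose by 1.54 and Gja3, a fiber gap junction protein, rose by 1.53, while Hspb1 fell by 1.26 and Cdkn1b by 0.89. The Hspb1 groups overlapped (exact permutation p = 0.0857), and its call was lost with the replicate number as a block (limma adjusted p = 0.0731), without wild type 2 and 4 (-0.84) and with the index in the fit (-0.53). The dimmer probe set of Cdkn1b rose by 1.61 (limma adjusted p = 0.0107). Among 17 lens epithelium genes 3 rose and 3 fell, with Pax6 up by 0.58 and Tfap2a at -0.65. Another Tfap2a probe set rose by 0.56 (limma adjusted p = 0.0182), and 2 of the other Pax6 probe sets did not pass. Among 23 lens transcription factors 6 rose and 9 fell, with Mab21l1 up by 1.19, Pitx3 at -1.24 and Sox11 at -1.14. Of 22 SWI/SNF subunits 9 rose and 2 fell (median 0.31, and below 0 with the 3 qRT-PCR reference genes as the scale or with the index in the fit, camera adjusted p = 0.0556). Phf10 rose by 1.57 and Smarcc1 by 1.48. The members that fell were Smarca2 and Smarcb1, and both falls depend on the probe set, since another one rose by 1.13 for Smarca2 and by 1.35 for Smarcb1. The call of Smarcb1 was also lost with the replicate number as a block (limma adjusted p = 0.0658). With the index in the fit 2 subunits rose and 0 fell, and Smarcc1 was -0.12. Another Smarcc1 probe set rose by 2.30 (limma adjusted p = 9.91e-06), and by 1.78 with the index (limma adjusted p = 0.0167). Other chromatin regulators, 51 in number, had 14 that rose and 14 that fell, with Mbd3 up by 1.79 and Kdm5b at -1.23. The dimmer probe set of Kdm5b (-0.15) did not pass.

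Of the 16 genes of the qRT-PCR panel, 6 rose and 4 fell with the brightest probe set of each gene, a choice on which these counts depend. Adjusted over the list alone, 7 rose and 5 fell. The study chose these genes on these arrays, so neither count is independent evidence. Its qRT-PCR used independent pools of lens RNA. There it reported a rise of Bfsp1, Cdkn1b, Dnmt3a, Fgfr1, Gsn, Hif1a, Hopx, Mab21l1, Prox1, Smarcd1, Smarce1 and Vim. Dnase2b, Jag1 and Pitpnm2 fell by qRT-PCR, and Six3 fell slightly. With the brightest probe sets on the arrays, Bfsp1, Smarcd1, Mab21l1, Prox1, Fgfr1 and Smarce1 rose, and Pitpnm2, Jag1, Cdkn1b and Six3 fell. Smarce1 was at -0.0793 with the 3 qRT-PCR reference genes as the scale. The groups overlapped for Prox1 and Smarce1 (exact permutation p = 0.0571 for each), and both calls were lost with the replicate number as a block. Another Smarce1 probe set rose by 1.55 with no overlap between the groups (limma adjusted p = 0.000301). The panel had 40 probe sets in all, of which 15 rose and 7 fell, and for Cdkn1b probe sets changed in both directions. A Smarcd1 probe set counted among the 7 read 3.18 in wild type and 2.74 in dnBrg1 (log2), below the first quartile of each array, and shows no direction for this gene. Dimmer probe sets rose by 1.61 for Cdkn1b, 2.02 for Gsn, 2.44 for Dnmt3a and 2.37 for Hif1a, whereas the brightest one fell for Cdkn1b and did not pass for the others. For Cdkn1b, Gsn and Dnmt3a these are the probe sets that the study listed for its panel. Those it listed for Fgfr1, Smarce1 and Mab21l1 rose by 1.40, 1.55 and 2.30. Those listed for Jag1 and Six3 had changes of -0.64 and -0.65. All of these passed the threshold, but with the index in the fit those of Cdkn1b (-0.89), Smarce1, Jag1 and Six3 did not. The groups overlapped for the listed Jag1 probe set (exact permutation p = 0.0857). The listed Six3 probe set read 5.58 in wild type and 4.93 in dnBrg1 (log2), close to the first quartile of the arrays. A further Six3 probe set (0.16) did not pass. The study stated that Six3 did not change on the arrays. With the brightest probe sets and the index in the fit, 2 panel genes rose, Mab21l1 and Smarcd1, and 1 fell. The one that fell was Jag1, from -1.78 to -2.38 with the index (limma adjusted p = 0.0189). Pitpnm2 went from -2.05 to -0.10 and did not pass.

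Heat shock and unfolded protein response genes had 11 that rose and 2 that fell among 30 (camera adjusted p = 0.0877), and glutathione and antioxidant genes had 8 and 6 among 30 (camera adjusted p = 0.0767). Lysosome genes had 11 that rose and 9 that fell among 44, and autophagy genes 7 and 8 among 28. Ubiquitin conjugation genes had 16 and 13 among 49, p53 targets 6 and 3 among 20, DNA repair genes 10 and 17 among 55, and DNA replication and mitosis genes 11 and 9 among 41. H2ax rose by 1.64, Gmnn rose by 1.92 and Pold1 fell by 2.21. FGF and ERK signaling genes had 3 that rose and 8 that fell among 23, with Dusp6 at -0.78. Wnt signaling genes had 7 and 6 among 36, cell adhesion and gap junction genes 8 and 9 among 35, actin cytoskeleton genes 6 and 12 among 42, and oxidative phosphorylation genes 20 and 25 among 72. The medians of the heat shock, glutathione, lysosome, p53 and ubiquitin lists were above 0, and below 0 with the 3 qRT-PCR reference genes as the scale. The ubiquitin median was below 0 also with quantile normalization run again, and the lysosome, p53 and ubiquitin medians with the index in the fit. None of the lists in this paragraph passed the threshold of camera.

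Markers of cell types beside the lens were counted too. Retina markers had 1 that rose and 7 that fell among 15 (median -0.53, camera adjusted p = 0.392), with Atoh7 at -1.08. With the index in the fit the retina median turned to 0.163, and without wild type 2 and 4 it was -0.264. Macrophage markers had 3 that rose and 8 that fell among 19 (median -0.49, camera adjusted p = 0.392). C1qb fell by 2.15 and Csf1r by 2.13, and another Csf1r probe set (-0.32) did not pass. Vascular endothelium markers had 6 and 3 among 15, with Emcn up by 1.63 and Plvap at -2.13. Periocular mesenchyme and pericyte markers had 3 and 3 among 19. Retinal pigment epithelium and melanocyte markers had 1 and 3 among 13. Erythroid markers had 0 and 2 among 15, and surface ectoderm and cornea epithelium markers had 1 and 0 among 12. Among 8 reference genes 2 rose, B2m by 0.63 and Sdha by 0.49. The study saw no change of either by qRT-PCR. The call of Sdha was lost with the replicate number as a block, and its dimmer probe set was at -0.42 and did not pass. The medians of the vascular endothelium and surface ectoderm lists were above 0, and below 0 with the 3 qRT-PCR reference genes as the scale. None of these lists passed the threshold of camera. The median, the mean and the camera direction differed in sign for these lists: other chromatin regulators, lens fiber genes, lens epithelium genes, autophagy, DNA replication and mitosis, Wnt signaling, cell adhesion and gap junctions, periocular mesenchyme and pericyte markers, reference genes, the qRT-PCR panel and oxidative phosphorylation.

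**Figure D4:**
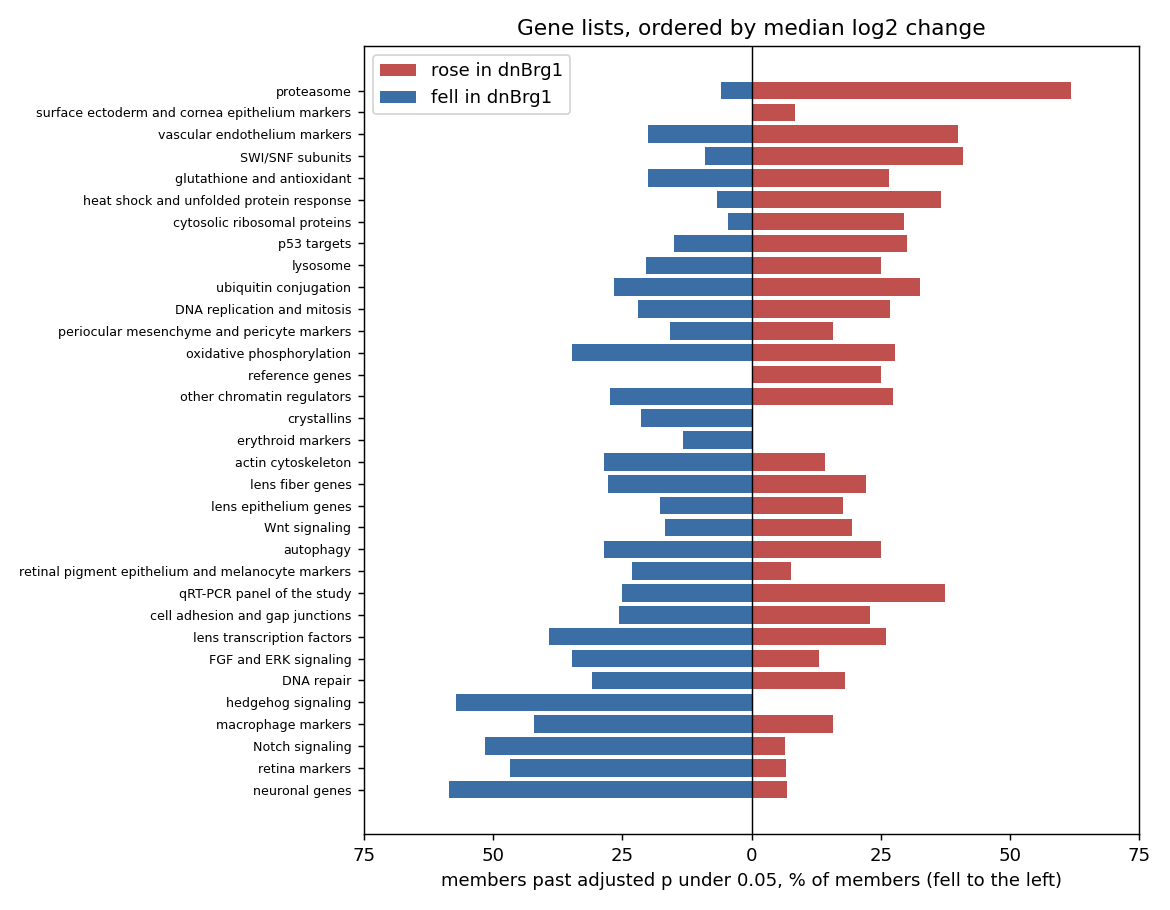
Share of the members of each of the 33 gene lists that rose (right) or fell (left) in dnBrg1 at an adjusted p under 0.05, in % of members, ordered by the median log2 change. The proteasome list stands at the top with a median of 0.64 and the neuronal list at the bottom with -0.92.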

Values the study reported

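The study reported 6,828 transcripts that differed between dnBrg1 and wild-type lenses, with 3,208 higher and 3,620 lower. It gave about a 4-fold rise of Brg1 transcripts on the arrays, and stated that qRT-PCR gave this result independently. For Smarca2 it gave a rise of 1.92-fold on the arrays and 1.50-fold by qRT-PCR.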

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

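The tests of the 5' signal, of splits for probe sets and genes, of the Smarca4 probe sets and of neuronal genes were chosen after these results were seen, and the test of splits for lists before.

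The control probe sets, which enter no comparison of genes, gave a 5'/3' ratio above the highest wild-type array in dnBrg1, with a mean of 0.671 for beta-actin and 0.630 for Gapdh. Many probe sets differ between the genotypes. Of the 35 splits of the arrays, 1 gave as many probe sets (9229, highest other 0) and 1 as many genes (5085, highest other 0), the real one. Every other split mixes the genotypes, which puts their difference into the spread. The calls thus follow the genotype labels, and anything tied to them. This argues against chance but cannot exclude it, since 1 of 35 is the smallest share possible here. Across probe sets, the slope on the 5' index within the wild-type arrays correlated with the genotype change (r = 0.453, the highest of 24 orders of the index, with 0.435 for the next), so a trend with 5' signal may be part of the difference. With the index in the fit 1442 probe sets passed, and whether the trend is the whole cause cannot be told apart from genotype, since the highest wild-type index was -1.43 and the lowest dnBrg1 index -0.65. An effect of dnBrg1 stays open.

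The Smarca4 probe sets disagree by 2.59 in log2 change, a gap wider than that of 99.4% of other genes among 2355 pairs of bright probe sets, whose central range was -1.49 to 2.03. The pairs were ordered by brightness and not by position in the message. The range therefore does not measure a 5' trend and decides nothing about one. The rise of the dimmer probe set dropped from 2.35 (SE 0.21) to 1.26 (SE 0.34) with the index in the fit, so a trend may be part of it. The call ended because the change became smaller and its error larger. Message of the transgene, read by 1 probe set, could explain the gap of 2.59 and stays open, since the probe positions were not analysed here.

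Neuronal genes were lower as a list, a call lost with an estimated correlation (adjusted p = 0.960), and 20 of the 35 splits gave as many lists past the camera threshold as the 5 of the real split, with up to 11, so the number of lists could be chance. Fewer neural cells of neighbouring tissue may be a source. The 15 brighter members had a median of -0.92, as did the whole list, and the retina markers -0.53, although Tubb3 and Rtn1 rose by 1.08 and 0.81. A fall of the brighter members could also follow from a 5' trend or a neural program, so it does not tell these apart. The retina median was 0.163 with the index in the fit and -0.264 without wild type 2 and 4, so its fall is weak support, and this source stays open. The wild-type slopes predicted a median of -0.70 for the list, and 4 of 24 orders of the index gave one as low, which decides nothing. A neural program that depends on Brg1 was not tested apart from these.

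Within a genotype, 1 array stood apart from the other 3 in 10 of 306 groups tested, where chance gives about 15.3. In wild type these were Six3 at 11.93 and Smarcd1 at 7.74 (wild type 3), Tnfrsf10b at 7.07 and Lyz2 at 7.38 (wild type 1), Ezr at 10.51 (wild type 4) and Rps4l at 7.57 (wild type 2). In dnBrg1 these were Sod2 at 11.58, Rab38 at 9.87 and Plvap at 8.50 (dnBrg1 3) and Tyrp1 at 9.73 (dnBrg1 4).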

How the results depend on the processing

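The 5' index and the fit without wild type 2 and 4 were chosen after the data were seen. The list tests with an estimated correlation and with fry were not part of the written plan. All other settings were chosen before. The number of probe sets past the threshold, 9229 as reported, ranged from 7700 to 10172 with each array left out, genes from 4244 to 5700, the panel from 8 to 10, lists from 3 (without dnBrg1 1) to 8 (without dnBrg1 3), Dnase2b from -0.84 to -0.36, and the Smarca4 probe sets from 2.15 to 2.51 for the dimmer one and from -0.32 (past the threshold, without wild type 2) to -0.19 for the brighter one. With the replicate number as a block, 7963 probe sets passed (4064 higher, 3899 lower), with 4418 genes, 8 panel genes and 5 lists. The deviations of same-numbered arrays correlated at -0.19, -0.01, -0.05 and 0.16. This shows no pairing by number, but cannot exclude that such arrays came from littermates. With the block, 142 of 153 named results kept direction and call and 11 lost the call.

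The 3 qRT-PCR reference genes as the scale moved the median of all genes by -0.38, so that 14056 probe sets passed, 2109 higher and 11947 lower, with 7984 genes and 1 list. The share of higher calls was 15.0%, against 48.6% as reported. There the brighter Smarca4 probe set was -0.62, Dnase2b -1.01 and Smarce1 -0.0793. The shift follows from B2m and Sdha, which were higher in dnBrg1 on the arrays. By qRT-PCR the study saw no change of B2m, Hprt or Sdha between the genotypes. The arrays do not decide which holds for the lens RNA. The description line as a block gave 3114 lower probe sets and 9 lists, and leaves 2 dnBrg1 arrays in the comparison. Thresholds alone gave 6031 probe sets (3211 higher, 2820 lower) at an adjusted p under 0.01 and 6345 (3349 higher, 2996 lower) with a fold of at least 1.5, so that more were higher than lower, unlike the 4484 and 4745 as reported. The methods' t-test gave 10617 at their threshold, 8245 after Benjamini-Hochberg and 8942 together with SAM. Lists past the threshold were 3 with brighter probe sets, 3 without wild type 2 and 4, 0 with an estimated correlation and 11 with fry, which does not compare a list with other genes. Without wild type 2 and 4, 134 of 153 named results kept direction and call.

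With the 5' index in the fit 1442 probe sets (808 higher, 634 lower), 873 genes, 3 panel genes and 1 list passed, and the dimmer Smarca4 probe set was at 1.26. Dnase2b was 0.38, past the threshold in neither setting. Of 153 named results 55 kept direction and call, 85 lost the call and 13 turned sign without passing the threshold: Smarcc1 (-0.12), Atg10 (0.0204), Psmd7 (-0.14), Psmb4 (0.0676), Ube2s (-0.0357), Anapc4 (-0.12), Gadd45a (-0.36), Pdia4 (-0.30), Xbp1 (0.19), Gstt1 (0.10), Aph1a (-0.20), Ptf1a (0.32) and Gata1 (0.88). For Smarcc1 this depends on the probe set, since another one rose by 1.78 with the index (limma adjusted p = 0.0167). Medians of lists that turned sign were those of ribosomal (-0.00818), SWI/SNF (-0.0892), lysosome (-0.0293), ubiquitin (-0.0905), p53 (-0.202), DNA repair (0.0960), autophagy (0.0548), replication (0.124), retina (0.163), pigment epithelium (0.508), periocular (0.528), reference (0.0306) and panel genes (0.113). Lists that lost the call had medians of -0.46 (Notch, from -0.52), -0.45 (hedgehog, from -0.45) and -0.42 (neuronal, from -0.92), and the proteasome list, which passed, 0.33 (from 0.64). The median absolute change of the 5085 genes went from 0.73 to 0.51. The index is nearly tied to genotype, which widens the errors.

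The choice of probe set turned further signs. With the mean of all probe sets of a gene these were Smarca4 (1.05), Smarca2 (0.32), Mip (0.65), Cdkn1b (0.36), Dnmt3a (0.55), Vim (0.33), Smarcb1 (0.50), Ino80 (0.10), Npnt (0.40), Map2k2 (-0.31) and Etv5 (0.0473). Without shared-transcript probe sets these were Gsn (2.02), Smarcb1 (1.35), Psmb4 (0.22), Ube2s (-0.55), Mus81 (0.10), Etv5 (1.21) and Wnt5b (0.56). Beyond the disagreement of the probe sets, the cause was not tested.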

Other observations

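All tests in this part were made after the data were seen. Probe sets of one gene often disagreed. Among 2355 genes with at least 2 bright probe sets, the dimmer minus the brighter log2 change had a median of 0.19, 62.3% were above 0, and the changes correlated across genes with r = 0.324. In 227 genes both passed the threshold in opposite directions. Hif1a, for the hypoxia factor, had a change of 2.37 with a dimmer probe set and of -0.30 with the brightest. Gsn, for the actin-severing protein gelsolin, had 2.02 with a dimmer probe set and -0.22 with the brightest, and Dnmt3a had 2.44 with a dimmer probe set and -0.22 with the brightest. Cdkn1b had 1.61 with a dimmer probe set and -0.89 with the brightest. The study gave a rise of Hif1a, Gsn, Dnmt3a and Cdkn1b, by qRT-PCR as well, which is the direction of the dimmer probe sets. For Gsn, Dnmt3a and Cdkn1b, these dimmer probe sets are those that the study listed for its panel.

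With its brighter probe set, Smarca2 was 0.715-fold of wild type. That is lower than the value quoted from the study above. With its dimmer probe set it was 2.19-fold of wild type, which is a rise, as is the quoted value. For Smarca4 the brighter probe set was 0.845-fold of wild type. That is lower than the value quoted from the study above. Its dimmer probe set was 5.10-fold of wild type, again a rise like the quoted one.

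Xist, the long RNA of the inactive X chromosome, and Eif2s3y, a Y-linked gene, show opposite patterns between arrays. Wild type 1 and 4 and dnBrg1 4 had high Eif2s3y (10.87, 11.24 and 11.40) and the remaining arrays had Eif2s3y between 2.54 and 2.91. The labels give no sex.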
